# Single-peptide DNA-dependent RNA polymerase homologous to multi-subunit RNA polymerase

**DOI:** 10.1038/ncomms15774

**Published:** 2017-06-06

**Authors:** David Forrest, Katherine James, Yulia Yuzenkova, Nikolay Zenkin

## Abstract

Transcription in all living organisms is accomplished by multi-subunit RNA polymerases (msRNAPs). msRNAPs are highly conserved in evolution and invariably share a ∼400 kDa five-subunit catalytic core. Here we characterize a hypothetical ∼100 kDa single-chain protein, YonO, encoded by the SPβ prophage of *Bacillus subtilis*. YonO shares very distant homology with msRNAPs, but no homology with single-subunit polymerases. We show that despite homology to only a few amino acids of msRNAP, and the absence of most of the conserved domains, YonO is a highly processive DNA-dependent RNA polymerase. We demonstrate that YonO is a *bona fide* RNAP of the SPβ bacteriophage that specifically transcribes its late genes, and thus represents a novel type of bacteriophage RNAPs. YonO and related proteins present in various bacteria and bacteriophages have diverged from msRNAPs before the Last Universal Common Ancestor, and, thus, may resemble the single-subunit ancestor of all msRNAPs.

## Abstract (web summary)

Although all known RNA polymerases have multiple subunits, unrelated single-subunit polymerases have also been described. Here, the authors describe a single-subunit RNA polymerase from the SPβ prophage of *Bacillus subtilis*, which shares homology to multi-subunit enzymes.

The msRNAP evolved before the Last Universal Common Ancestor (that is, the divergence of bacteria and archaea/eukaryotes; LUCA), and already had a 5-subunit (2α, β, β′, ω in bacterial nomenclature) catalytic core including most of the domains that are believed to be essential for its functions^1^,^2^,^3^,^4^. Evolutionarily, msRNAPs are unrelated to DNA polymerases or to the known viral single-subunit RNAPs, for instance T7 RNAP^5^,^6^. However, bioinformatic and, later, structural analyses revealed a group of single-subunit proteins that are very distant relatives of msRNAP and which must have diverged from the msRNAP branch far before the LUCA. This group includes the eukaryotic RNA-dependent RNAPs involved in post-transcriptional gene silencing, and several hypothetical proteins present in the prophages of some firmicutes, and in the main genomes of many firmicutes and cyanobacteria^3^,^7^,^8^,^9^. These latter proteins are referred to here as ‘YonO-like' after the predicted protein YonO of *B. subtilis* prophage SPβ.

The only homology of eukaryotic RNA-dependent RNAP and YonO-like proteins to msRNAP lies within the two double-psi-β-barrel domains of the β and β′ subunits (Fig. 1a). Structural predictions and structural analysis have indicated the presence of these domains in YonO-like proteins and eukaryotic RNA-dependent RNAP, respectively^3^,^7^,^8^,^9^,^10^. These domains carry several absolutely conserved amino acids that participate in binding of the catalytic metal and incoming nucleotides, and are believed to be the most ancient domains of msRNAPs^3^,^7^,^8^,^9^ (Fig. 1a). Clear, though very distant, homology to msRNAPs rules out the possibility of a relationship between either eukaryotic RNA-dependent RNAP or YonO and the known single-subunit polymerases.

No sequence homology to msRNAPs beyond the few conserved amino acids, mentioned above, is detectable in YonO. Furthermore, being approximately four times smaller than the conserved catalytic core of msRNAPs, YonO is likely to lack most of the domains that are essential for msRNAP's function^1^. The activity and function of YonO or related hypothetical proteins are unknown.

Here, we studied YonO, both *in vivo* and *in vitro*, and show that it is a new type of specific and highly processive DNA-dependent RNAP and a *bona fide* RNAP of the SPβ bacteriophage of *B. subtilis*.

## Results

### YonO is a DNA-dependent RNA polymerase

The extremely low homology with msRNAPs and its size (Fig. 1a) suggest that YonO may have lost its nucleic acid polymerization activity in the course of the billions of years following divergence from the msRNAP branch. To test if YonO functions as an RNAP, we used assembled elongation complexes (scheme in Fig. 1b), a technique previously used to investigate various msRNAPs^1^,^11^. Elongation complexes (ECs) are assembled with purified RNAP, synthetic RNA and template DNA strands, followed by the addition of the non-template DNA strand (scheme in Fig. 1b), and are indistinguishable from native ECs obtained by transcription from a promoter (for DNA and RNA sequences, see the figures and Supplementary Tables). ECs are then immobilized on Ni^2+^-NTA-agarose beads via a 6xHis tag on the RNAP and their stability can then be tested by the retention of radiolabelled RNA on the beads after extensive washing. We found that YonO readily formed stable complexes with the RNA–DNA hybrid, a property expected from RNAP (Fig. 1b). Addition of the non-template strand that was fully complementary to the template led to a destruction of a proportion of the complexes (an effect observed during assembly of ECs with msRNAP); however, a large portion of the ECs remained stable. These ECs also withstood high salt (1 M KCl) washings, similarly to ECs formed by msRNAPs^11^ (Supplementary Fig. 1a). Formation of a stable EC by YonO required an 8 bp long RNA–DNA hybrid, similar to the requirements of msRNAPs (Supplementary Fig. 1b)^11^,^12^. These consistencies suggest similarities in the organization of the YonO and msRNAP ECs, despite YonO lacking most of domains essential for EC formation by msRNAP^1^.

The addition of nucleotide triphosphates (NTPs) to the YonO EC resulted in efficient extension of the RNA to the end of the DNA template (Fig. 1b), indicating that, despite very low homology with msRNAPs, YonO is indeed a template-dependent RNAP. The catalytic aspartate triad of msRNAPs is among the few amino acids conserved in YonO (Fig. 1a). To confirm that this aspartate triad is involved in catalysis by YonO, we prepared a mutant enzyme, YonO^3D>3N^, in which these aspartates were substituted by asparagines. YonO^3D>3N^ formed stable ECs, but was completely inactive in RNA extension, even with a high concentration of NTPs and prolonged incubation (Fig. 1c). This result indicates that the aspartate triad of YonO is functionally homologous to that of msRNAPs.

During elongation, msRNAPs induce disengagement of the RNA from the template DNA at the rear end of the RNA–DNA hybrid^13^. This process maintains the length of the RNA–DNA hybrid, allows the reformation of the upstream DNA duplex and preserves the geometry of the EC during elongation. The failure to do so would result in the formation of an extended RNA–DNA hybrid, which would preclude the release of the transcript from the template DNA. To ascertain if transcription by YonO proceeds with the disengagement of RNA from the DNA template, we chased the ECs formed with YonO or *Escherichia coli* msRNAP to the end of template in the presence of all NTPs. Both RNAPs and the transcripts remained bound at the end of the DNA (Supplementary Fig. 1c), a phenomenon observed previously with msRNAPs^14^. To check if the upstream part of the transcript was annealed to the template, the complexes were treated with RNase H that cleaves RNA within an RNA–DNA hybrid (Supplementary Fig. 1c, lanes 6 and 11). As can be seen from Supplementary Fig. 1c, the transcripts were resistant to RNase H in both YonO and *E. coli* msRNAP reactions, indicating that, similarly to msRNAPs, YonO facilitates the disengagement of RNA from the template strand during elongation.

We analysed the specificity of YonO towards the nature of the template, the transcript and the substrates. As can be seen from Fig. 1d, YonO is a strict (even stricter than the *E. coli* msRNAP used as a control) DNA-dependent RNA polymerase, as it strongly preferred NTPs to dNTPs, DNA to RNA template, and RNA to DNA transcript. msRNAPs can use Mn^2+^ instead of Mg^2+^ as catalytic metal ions, which may relax the specificity towards some reactants. We tested if YonO can use Mn^2+^ for catalysis, and if Mn^2+^ could change YonO's specificity towards template and/or transcript and/or substrates. As seen from Supplementary Fig. 1d, the specificity of YonO in the presence of Mn^2+^ was essentially the same as in the presence of Mg^2+^ (Fig. 1d), with the exception of the extension of the DNA transcript on the DNA template with ribo NTPs, where Mn^2+^ stimulated extension relative to Mg^2+^. It is possible that Mn^2+^ increases the affinity of YonO towards a DNA–DNA ‘hybrid'. It is also possible that Mn^2+^ may help melting of the DNA–DNA duplex at the rear edge of the EC, which otherwise would block propagation of the EC^13^ (compare lanes 32 and 34 in Supplementary Fig. 1d). However, a requirement for the extension of a DNA primer on a DNA template with ribo NTPs is unlikely to happen *in vivo*.

### YonO is more processive but less accurate than msRNAP

We compared the kinetics of transcription by YonO and bacterial msRNAP from *E. coli* (Fig. 1e). YonO rapidly extends RNA with little pausing at a low (1 μM) NTP concentration, in contrast to msRNAP, which paused strongly at multiple positions. The higher processivity of YonO was not due to a higher affinity to NTPs, as the same propensity was observed at a high (100 μM) NTP concentration. In addition, the *K*_m_ for NTPs appeared to be similar for YonO and *E. coli* msRNAP; *K*_m_[ATP] (measured at 10 °C to allow manual measurements) was 1.8±0.7 and 0.6±0.2 μM, respectively.

We noted that, although the rate of NTP addition by YonO strongly depended upon the base of the template strand, YonO was more error prone than bacterial RNAP (Fig. 1f and Supplementary Fig. 1e). Indeed, we found that affinity for the incorrect NTP was much higher for YonO than for *E. coli* RNAP; *K*_m_[incorrectGTP] was 126±41 and 458±23 μM, respectively. The major determinant of transcription accuracy by msRNAPs is the catalytic domain Trigger Loop^15^,^16^. A part of the mechanism for discrimination against incorrect NTPs involves the Trigger Loop competing with them in the active centre^15^. The higher affinity to incorrect NTPs of YonO, thus, may reflect a simpler organization of its active centre, in particular, the absence of homology to the Trigger Loop.

The msRNAP active centre can hydrolyse phosphodiester bonds of the transcript, the reaction required to proofread misincorporation events^17^,^18^ (Fig. 1g). We, however, could not detect any hydrolytic activity by YonO, even when using an EC that mimics a misincorporation event and is stabilized in the conformation most suitable for efficient hydrolysis (Fig. 1g). The deficiency in hydrolysis by YonO was unlikely due to the higher p*K*a of the reaction, because no hydrolysis was observed at a higher pH (up to pH 10) and during prolonged incubation (Supplementary Fig. 1f). This result further suggests differences in the active centre organization, or, alternatively, an inability of the YonO EC to adopt the backtracked conformation. YonO, however, could perform pyrophosphorolysis (reversal of NMP addition)—another reaction in the reverse direction to RNA extension (Supplementary Fig. 1g).

### YonO is a *bona fide* RNAP of *B. subtilis* prophage SPβ

The above *in vitro* results show that YonO is a functional and processive DNA-dependent RNA polymerase. *In vivo* we found that YonO is expressed upon the induction of the SPβ prophage with mitomycin C, a common way to induce the lytic cycle of SPβ prophage (Fig. 2a). This observation suggested that YonO might be a *bona fide* bacteriophage RNAP that transcribes a set of the phage genes and is required for its development. To test this hypothesis we deleted the gene encoding YonO within the SPβ prophage. Since mitomycin C also induces production of non-SPβ lytic enzymes in addition to SPβ^19^,^20^, mitomycin C treatment leads to cell lysis of both wild type and Δ*yonO* strains. Therefore, we tested if the mutant prophage could still produce active bacteriophage particles by analysing the ability of the mitomycin C induced lysates to re-infect *B. subtilis* (strain CU1065 sensitive to SPβ)^21^. As seen from Fig. 2b, addition of the wild-type *B. subtilis* lysate, formed upon induction of lytic cycle, to CU1065 cells, resulted in the formation of plaques. In contrast, lysates of ΔSPβ (a strain lacking SPβ used as a control) and of Δ*yonO* both failed to form plaques, suggesting that YonO is indeed essential for bacteriophage development.

To directly observe transcription by YonO *in vivo*, and to reveal the genes transcribed by it, we performed transcriptome sequencing in wild type and Δ*yonO* strains with or without SPβ prophage induction. 

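RNA was sequenced in 12 libraries in 4 groups of 3, the wild type and the marker-free Δ*yonO* strain, each without and with mitomycin C, a drug that cross-links DNA. Reads on *yonO* itself numbered 2628, 2706 and 2764 in the 3 untreated wild-type libraries and 134155, 80262 and 129827 in the 3 treated ones. In Δ*yonO*, *yonO* was counted 0, 2 and 2 times without the drug and 0, 1 and 4 times with it. The paper's methods state that cultures were divided at an OD600 of 0.5, that mitomycin C was added to 1 part at 0.5 μg/ml, and that the cultures were harvested 60 min after induction. The labels of the deposited libraries give an OD600 of 0.4 to 0.5 at the division and the same 60 min for the treated cultures, but harvest at an OD600 of 1.6 for the untreated ones. The growth stage of the untreated cultures is thus given in 2 ways. The labels give no OD600 at harvest for the treated cultures. Whether treated and untreated cultures differed in growth stage as well as in treatment is therefore not known. After depletion of ribosomal RNA, the libraries were sequenced without the exonuclease treatment used to map 5′ ends. The authors trimmed the reads, kept unique alignments to the *B. subtilis* reference made with Bowtie, and counted the reads on each gene with Rsubread. The deposited counts are not normalized and cover 4314 genes. The total per library ranged from 13454801 to 15497014 (median 13634153) in the untreated wild type and from 13297824 to 16959649 (median 15146741) in the treated wild type. In Δ*yonO* the range was 15034965 to 18078779 (median 18045371) without mitomycin C and 12234596 to 14028057 (median 13535570) with it. No molecular identifiers are described, so counting intervals and limits cover counting error only. Here the counts were normalized by edgeR's TMM method and all 12 libraries were fitted in 1 model with a coefficient per group. The model has no term for the divided culture that a treated and an untreated library may share. Contrasts were tested with edgeR's quasi-likelihood test over all 4314 genes without a filter on low counts. The paper used edgeR's exact test, which is an alternative here. A gene counts as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, the paper's thresholds.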

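The 189 genes that the files list from *yotN* to *yokA*, taken as SPβ, held 1.95% ± 0.0435 (SD, n = 3) of a library's counts in the untreated wild type and 36.2% ± 4.43 (SD, n = 3) in the treated wild type. In Δ*yonO* these shares were 1.31% ± 0.235 (SD, n = 3) and 10.8% ± 1.96 (SD, n = 3). PBSX, a second prophage-like element of this strain, was taken as the 38 genes from *xkdA* to *xlyA*. Its share was 0.163% ± 0.00873 (SD, n = 3) without and 26.2% ± 3.51 (SD, n = 3) with mitomycin C in the wild type, and 0.150% ± 0.0397 and 39.1% ± 5.77 (SD, n = 3) in Δ*yonO*. Each of these differences with treatment, and between the treated strains, separated all 3 libraries of one group from all 3 of the other (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The permutation test leaves out any pairing of divided cultures. With PBSX, the *skin* element and the conjugative element ICEBs1 left out of the totals, the SPβ share was 49.3% in the treated wild type and 17.9% in treated Δ*yonO*. The TMM factors were 1.63 to 2.12 in the untreated and 0.484 to 0.649 in the treated libraries. The median log2 fold change between treated and untreated wild type of the genes outside these 4 elements was -0.14 under TMM and -2.10 when libraries were scaled to total counts alone. Rises and falls of host genes are therefore relative to the TMM scale.

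**Figure D1:**
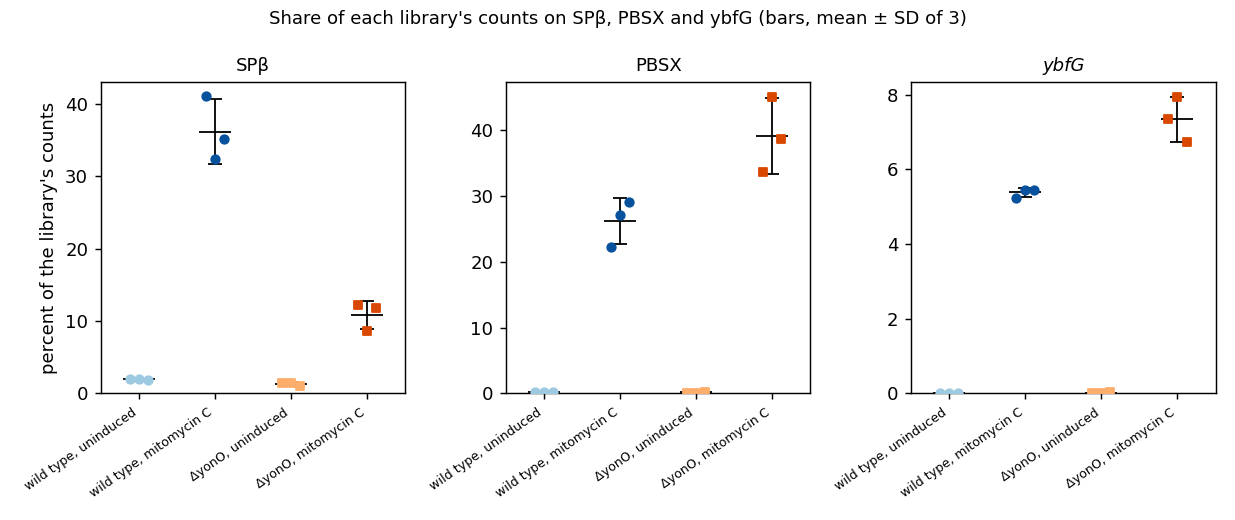
Percent of each library's counts on SPβ genes, PBSX genes and *ybfG* in the 4 groups; points are libraries, and the markers with bars are the mean and SD of 3 libraries. The mean share on SPβ is 36.2% in the treated wild type and 10.8% in treated Δ*yonO*.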

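Of the 189 SPβ genes, 147 were higher and 9 were lower in mitomycin C-treated than in untreated wild type. The median log2 fold change of the 147 genes was 6.90. Of the 4125 genes outside SPβ, 533 were higher and 466 lower, 999 together. Scaling to total counts alone gave 136 higher and 37 lower SPβ genes and 103 higher and 3194 lower genes outside SPβ, and moved these counts most except for the lower SPβ genes, of which 2 were left when a fold change of 2 was itself tested. The normalized level of *yonO* was 98.6 ± 8.80 CPM (SD, n = 3), edgeR's counts scaled by the normalized library size, without and 15218 ± 2418 CPM (SD, n = 3) with mitomycin C. Its log2 fold change was 7.27 (standard error 0.49, adjusted p = 3.55e-08) and stayed between 7.18 and 7.39 with each library left out in turn. The bordering genes *yonP* and *yonN* had log2 fold changes of 7.40 (standard error 0.30) and 7.58 (standard error 0.31), each with an adjusted p of 6.52e-10. Among SPβ genes whose 3 treated libraries all lay on one side of the untreated ones, the highest log2 fold changes were those of *yomY* (8.28, standard error 0.48, adjusted p = 7.56e-09), *yomZ* (8.20, standard error 0.63, adjusted p = 1.35e-07) and *yomX* (8.12, standard error 0.63, adjusted p = 1.54e-07). The lowest were those of *yoqM* (-2.66, standard error 0.47, adjusted p = 0.000702), *yokL* (-1.61, standard error 0.24, adjusted p = 0.000144) and *yokI* (-1.46, standard error 0.21, adjusted p = 0.00013). Outside SPβ, the highest values belonged to 3 genes of ICEBs1, *ydcQ* (12.29, standard error 0.90, adjusted p = 8.56e-08), *yddB* (12.17, standard error 0.81, adjusted p = 2.99e-08) and *ydcT* (11.78, standard error 0.80, adjusted p = 4.05e-08). The lowest fitted values belonged to *spoIIIC* (adjusted p = 0.0173), *yqaD* (adjusted p = 0.0255) and *yrdR* (adjusted p = 0.0296), which had 0 counts in all 3 treated libraries. Against a floor of 3 counts over the group they were at least 2.62-fold, 1.98-fold and 1.89-fold lower relative to the TMM-normalized library sizes, and at least 10.3-fold, 7.82-fold and 7.46-fold lower relative to the library totals. When a fold change of 2 was itself tested, these 3 genes and *yokI* lost their calls (adjusted p 0.0502 to 0.0906), and *yrdR* lost its call with DESeq2 (adjusted p = 0.0632) and in the fit of 6 libraries (adjusted p = 0.0573). With the culture of each replicate number as a term, the adjusted p of *yqaD* was 0.0600 and that of *yrdR* 0.0557. Of the 6 fits that left out a library, *yqaD* passed the thresholds only without untreated replicate 2 (adjusted p 0.0501 to 0.0639 in the others) and *yrdR* only without untreated replicate 1 or 2 (adjusted p 0.0665 to 0.0752 in the others). The log2 fold change of *veg* was 0.54 (standard error 0.38, adjusted p = 0.294) and became -1.44 with total counts alone. That of *divIVA* was -0.88 (standard error 0.22, adjusted p = 0.0067), under the fold-change minimum, but -1.01 and past both thresholds without untreated replicate 3, and -2.85 with total counts alone.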

Upon treatment of the wild-type strain with mitomycin C, 148 out of 184 SPβ prophage genes were upregulated (green dots in Fig. 2c), consistent with the induction of the lytic cycle, as well as up- and downregulation of 579 host genes (shown as pink dots in Fig. 2c). However, of these 148 SPβ genes, 37 (labelled pink dots in Fig. 2d) remained silent upon phage induction in the Δ*yonO* strain, indicating that they are transcribed by YonO. These genes include structural and lysis genes, which together make up the cluster of late genes^22^ (Supplementary Fig. 2). This result is consistent with the strategies of some bacteriophages, where the late genes are transcribed by the phage's own RNAP. In addition to 37 SPβ genes, only 16 non-SPβ genes (pink dots without labels in Fig. 2d; blue dots represent the rest of the genome) exhibited small but statistically significant differences in expression, suggesting that YonO does not have an impact on host expression. 

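Treated Δ*yonO* was compared directly with the treated wild type, and 41 SPβ genes were lower and 1 gene, *yonI*, was higher. Of the 147 SPβ genes that rose in the wild type, 39 were among the lower ones: *yonO* itself, *yokA* and 37 genes from *yonN* to *bhlB*. The other 2, *yolC* (-3.17) and *yokD* (-1.30), named after their values were seen, were not called higher in the treated wild type. *yokD* lost its call with total counts alone (adjusted p = 0.0812), when a fold change of 2 was itself tested (adjusted p = 1) and without treated Δ*yonO* replicate 2 (adjusted p = 0.0542). The treated wild type enters both comparisons, and in 20 simulations without an effect of the strain 0 genes met both criteria by chance. *yonO* was 70975-fold lower relative to the TMM-normalized library sizes (95% interval 30413 to 218589, Clopper-Pearson), and 60348-fold relative to the library totals. The interval covers counting alone: the treated Δ*yonO* libraries had 0, 1 and 4 *yonO* counts, and the value was 46530-fold to 76455-fold with another library left out but 235464-fold without treated Δ*yonO* replicate 3. Over the 3 libraries, the 37 genes had a median of 9 counts in treated Δ*yonO* and of 191401 in the treated wild type. Their median difference was 32198-fold, with genes at 0 counts set to a floor of 3 counts over the group. It was 22725-fold to 34843-fold with each of the 6 libraries left out. Without treated Δ*yonO* replicate 3 the median was 2 counts and 15 of the 37 genes were at 0 (4 of 37 with all libraries), so the value of 26601-fold then rests on the floor. The fitted changes were largest for *yomP*, *yomT* and *blyA*, which had 0 counts in treated Δ*yonO* and were at least 33548-fold, 24837-fold and 16508-fold lower. The smallest log2 fold changes of the 39 were those of *yokA* (-1.24, standard error 0.24, adjusted p = 0.0134), *yonN* (-3.11, standard error 0.26, adjusted p = 1.48e-06) and *yomK* (-5.47, standard error 0.34, adjusted p = 4.38e-08). *yokA* was no longer past the thresholds with total counts alone (adjusted p = 0.0628), when a fold change of 2 was itself tested (adjusted p = 1), or without treated wild-type replicate 1, treated Δ*yonO* replicate 1 or treated Δ*yonO* replicate 3. *yonK* was 589-fold lower (95% interval 503 to 695), with 59, 73 and 21 counts in treated Δ*yonO* and 31057, 25970 and 30390 in the treated wild type. *yonP* was not called between the treated strains (0.97, standard error 0.23, adjusted p = 0.0683) but was higher with total counts alone (1.21, adjusted p = 0.0279). Within Δ*yonO*, 108 SPβ genes were higher with than without mitomycin C. These included 4 of the 37 genes, *yonN* (7.34, standard error 0.31, adjusted p = 6.17e-10), *yonK* (7.42, standard error 0.61, adjusted p = 3.84e-07), *yonJ* (4.30, standard error 0.53, adjusted p = 3.27e-05) and *yomE* (2.31, standard error 0.61, adjusted p = 0.0103). *yomE* had 2, 2 and 2 counts in untreated and 1, 3 and 4 in treated Δ*yonO*, and lost its call with total counts alone (adjusted p = 0.354), when a fold change of 2 was itself tested (adjusted p = 0.0773), without treated Δ*yonO* replicate 2 (adjusted p = 0.0550) and without treated Δ*yonO* replicate 3 (adjusted p = 0.107). When a silent gene was defined as one that was induced in the wild type and not called higher in Δ*yonO*, 39 genes qualified, 35 of them the same. The interaction of strain and treatment called 32 of the 39, and 37 of the 39 were under 5% of the treated wild-type level. The 108 SPβ genes that rose in the wild type and were not called lower between the treated strains had a median log2 difference of -0.15 between these strains, and 104 of them also rose in Δ*yonO*. From the genes that stayed silent on induction of Δ*yonO*, the paper concludes that these genes are transcribed by YonO.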

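In the order of the files, 41 genes run from *yonN* to *bhlB*, and 37 of them rose in the treated wild type and were lower in treated Δ*yonO*. In the annotation of assembly ASM904v1, *yonK* starts at 2227297 and *bhlB* ends at 2265169 of the chromosome, and *yonO* is a protein-coding gene from 2222574 to 2225093. The paper names its reference without a version, and 35 of the 37 gene names are found in this annotation. The exceptions in the run are *yonI*, *yozP*, *yomL* and *youB*, which did not rise in the treated wild type. Over the 3 libraries of a group, *yozP* had 12 counts in the untreated and 0 in the treated wild type, *yomL* had 61 and 11, and *youB* had 15 and 1. *yonI* had 1547 and 172 counts in the wild type and 1941 and 883 in Δ*yonO*. Its log2 fold change between the treated strains was 2.27 (standard error 0.37, adjusted p = 0.00304). Of the 37 genes, 33 had at most 50 counts over the 3 libraries of treated Δ*yonO*, and 33 were over 1000-fold lower there than in the treated wild type. *yomT*, *yomP*, *blyA* and *bhlA* had 0 counts, and 10 genes had 1 to 3. *yonN*, the first gene of the run and a neighbour of *yonO*, was 8.67-fold lower (95% interval 8.58 to 8.76, counting alone). Its fitted log2 fold change, with the spread between libraries, was -3.11 (standard error 0.26), and its ratio relative to library totals was 7.37. Its counts were 14011, 12177 and 15672 in treated Δ*yonO* and 369, 369 and 290 in untreated Δ*yonO*. The strand setting of the counting is not given in the sources used here, so counts on overlapping or antisense transcripts cannot be separated from those of the genes. In the treated wild type, *yonI* had 172 counts between *yonJ* (1435793) and *yonH* (879917). Reads of a transcript across *yonI* were thus mostly not counted on it, or there was no such transcript. The strand of the 4 exceptions was not examined, so their low counts show no gap in a transcript.

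**Figure D2:**
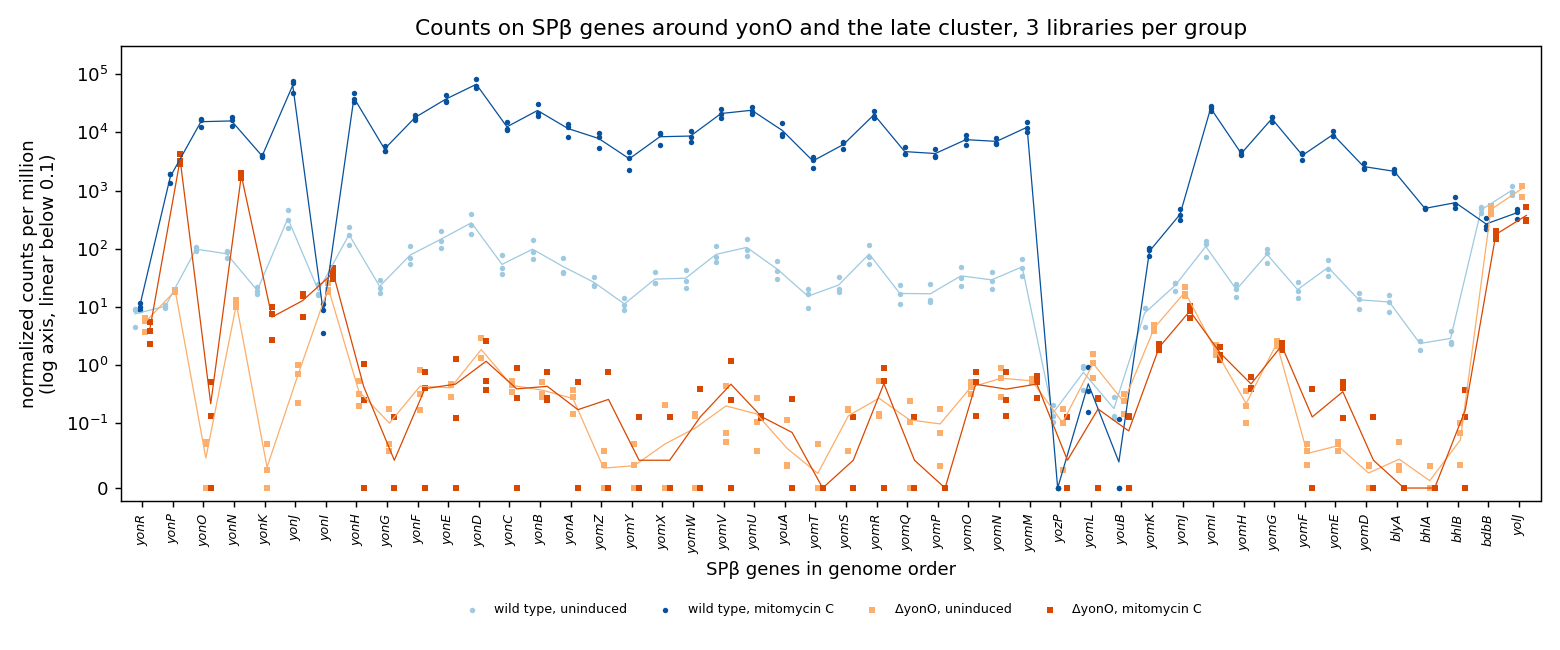
Normalized counts (CPM, counts scaled by the normalized library size) on each gene from *yonR* to *yolJ* in the order of the files, for the 12 libraries; the axis is logarithmic above 0.1 and linear below it, and lines join the means of the 4 groups. Between *yonN* and *bhlB*, 33 genes are over 1000-fold lower in treated Δ*yonO* than in the treated wild type.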

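Outside SPβ, 9 of 4125 genes differed between treated Δ*yonO* and the treated wild type, 6 higher and 3 lower. The directions depended on the method: 3 were higher and 5 lower in the fit of 6 libraries, 15 and 3 with total counts alone, 10 and 5 with the replicate block, 17 and 6 with the exact test on 12 libraries, 12 and 9 with that on 6 libraries, and 18 and 5 with DESeq2. At an unadjusted p under 0.05, 219 genes differed. The count moved most, to 1, when a fold change of 2 was itself tested, and was highest with edgeR's exact test on 12 libraries and with DESeq2, at 23 genes each. It was 3 without treated wild-type replicate 1 or without treated Δ*yonO* replicate 1, 4 without treated wild-type replicate 3 and 5 without treated Δ*yonO* replicate 2. The lowest log2 fold changes were those of *ypzA* (-3.65, standard error 0.39, adjusted p = 3.03e-05), *maf* (-1.46, standard error 0.23, adjusted p = 0.00235) and *radC* (-1.38, standard error 0.26, adjusted p = 0.0115). The highest were those of *scr* (3.99, standard error 0.86, adjusted p = 0.0359), *trnE-Arg* (2.11, standard error 0.41, adjusted p = 0.0157) and *ssrA* (2.00, standard error 0.39, adjusted p = 0.0176). The other 3 genes, named after their values were seen, were *trnB-Leu1* (1.65), *phrK* (1.53) and *ytzE* (1.39). With each of the 6 libraries left out in turn, *ypzA*, *maf* and *phrK* were called in 6 of 6 fits. *trnE-Arg* was not called without treated wild-type replicate 1 or 3 or treated Δ*yonO* replicate 1 (adjusted p 0.0637 to 0.122), nor *ssrA* without any of these or treated Δ*yonO* replicate 2 (adjusted p 0.0588 to 0.147). *scr* and *trnB-Leu1* were called only without treated Δ*yonO* replicate 3 and *radC* only without treated wild-type replicate 3. *ytzE* was called in 0 of the 6 fits (adjusted p 0.0531 to 0.106). In the fit of 6 libraries *trnE-Arg*, *ssrA* and *trnB-Leu1* were not called (adjusted p 0.0674 to 0.113), nor was *scr* with the replicate number as a term (adjusted p = 0.0869). *scr*, *ssrA*, *trnE-Arg* and *trnB-Leu1* are short stable RNAs, and the tRNA genes with at least 10 counts in at least 3 libraries had a median log2 difference of 0.80. *veg*, whose promoter the paper tests in Fig. 2f, had a log2 fold change of 0.98 (standard error 0.38, adjusted p = 0.561), and *divIVA*, the loading control of Fig. 2a, one of 0.31 (standard error 0.22, adjusted p = 0.845). From the small number of non-SPβ genes that differed, the paper proposes that YonO does not affect host expression.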

Enrichment for 5′ triphosphorylated transcripts prior to sequencing and bioinformatic analysis (RNA was treated with Terminator 5′-Phosphate-Dependent Exonuclease, which degrades RNAs containing a 5′-monophosphate, thereby enriching for transcripts containing 5′-triphosphates) suggested that YonO transcribes the late genes as one operon, initiating transcription upstream of the *yonK* gene (and an unannotated non-coding RNA; position 2225998 of *B. subtilis* 168 genome). We confirmed this transcription start site by *in vivo* primer extension (Fig. 2e and Supplementary Fig. 2). Further investigation will be required to determine the promoter sequence recognized by YonO, and whether YonO can recognize promoters on its own or requires additional host or bacteriophage factors.

## Discussion

The principal discovery of our work is that YonO, and potentially its homologues in other prophages, represent a new type of bacteriophage RNAP. Intriguingly, YonO-like proteins were also found in the main genomes of many other firmicutes, cyanobacteria, and in two members of the CFB group (*Bacteroides capillosus* and *Bacteroides pectinophilus*)^7^. It is tempting to speculate that these polymerases may serve to transcribe specific sets of genes in these bacteria in response to environmental changes or stresses.

As YonO has been predicted to have diverged from msRNAPs before the LUCA, structural and functional analysis of YonO will bring insights into the emergence and evolution of msRNAPs. Apart from several amino acids that participate in catalytic Mg^2+^ and substrates binding, there is no sequence homology between active centres of YonO and msRNAPs. Notably, there is no detectable homology to an essential catalytic domain of msRNAPs, the Trigger Loop. The Trigger Loop participates in the catalysis of all reactions performed by msRNAP and is a major determinant of transcription fidelity and proofreading^15^,^23^,^24^,^25^,^26^. It is therefore surprising that YonO catalyses phosphodiester bond synthesis as efficiently as msRNAP. The lack of the homology to the Trigger Loop may however explain a lower accuracy of RNA synthesis and the lack of proofreading (RNA cleavage) activity by YonO. It is possible that the lower overall fidelity could be beneficial for the bacteriophage survival. The previously known single-subunit RNAPs of bacteriophages, such as T7 RNAP, are more processive than msRNAPs. Though YonO cannot be structurally compared to them, the bypass of the pausing signals might be an example of functional convergence of polymerases that need to synthesize a large number of gene copies with minimal delays.

The single-subunit YonO is approximately four times smaller than the core of msRNAP. However, we show that YonO is able to form a stable elongation complex with similar characteristics to that of msRNAPs. The finding suggests that the organization of nucleic acids in the transcription elongation complex was defined early in evolution, before the emergence of multiple domains of msRNAP that are involved in contacts with nucleic acids. We suggest that these conserved domains of msRNAPs have evolved to fine-tune regulation of transcription, rather than to robustly perform accurate template-dependent RNA synthesis per se. For instance, the β flap domain interacts with upstream RNA structures and is required for control of hairpin-dependent transcription pausing and termination^27^. The β′ lid helps to separate RNA from the DNA template at the rear of the RNA–DNA hybrid^13^ and prevents the formation of the R-loop that may interfere with replication. The β′ zipper is required at particular classes of promoters and may influence transcription pausing^28^. The β′ rudder clamps onto the RNA–DNA hybrid to stabilize the EC in high salt conditions^29^ and may also participate in the response to transcription pausing^30^. The β lobe participates in open complex formation and is required at lower temperatures^31^,^32^. Interestingly, however, when tested in mild conditions *in vitro*, all these domains appear to be dispensable for efficient RNA synthesis by msRNAP; they only become essential in the context of the regulation of transcription. Accordingly, we found that YonO is less responsive to transcription pausing, which is a main mechanism for regulation of elongation by msRNAPs, and which is controlled by some of the above domains. The apparent absence of such fine-tuning in YonO suggests that these mechanisms emerged later during the evolution of the msRNAPs.

## Methods

### Cloning

All cloning and DNA manipulations were performed using standard techniques. All oligonucleotides were obtained from Integrated DNA Technologies. Sequences for the oligonucleotides used in this work are listed in Supplementary Table 1. Plasmid constructs were verified by sequencing with GATC Biotech. *B. subtilis* strains used in the study were wild-type strain, 168ca (*trpC2*); strain deleted for *yonO*, Δ*yonO* (*trpC2* Δ*yonO* this work); strain deleted for SPβ prophage, Δ*SPβ* (*trpC2 ΔSPβ*); and a strain sensitive to infection by SPβ phage, CU1065 (*trpC2* SPβ^S^)^33^,^34^,^35^.

### Purification of YonO

*yonO* was cloned into the pET-28a expression vector, and YonO was expressed in *E. coli* T7 Express cells (New England Biolabs) with an N-terminal 6xHis-tag. To obtain YonO^3D>3N^, the *yonO* pET-28a construct was subjected to site-directed mutagenesis using Quikchange XL II (Agilent). Cells were grown in LB at 37 °C, and protein expression was induced at OD_600_ of 0.4 with 1 mM isopropyl-β-D-1-thiogalactoside (IPTG) at 18 °C for 16 h. Harvested cells were re-suspended in grinding buffer (50 mM Tris-HCl pH 7.9, 200 mM NaCl, EDTA-free protease inhibitor cocktail (Roche)) and disrupted by sonication. The lysate was clarified by centrifugation and made to 20 mM imidazole before being loaded on a His Trap HP column (GE Healthcare) pre-equilibrated with 20 mM Tris-HCl pH 7.9 and 600 mM NaCl. Protein eluted in 100 mM imidazole was bound to a HiTrap Heparin column (GE Healthcare) equilibrated in 10 mM Tris-HCl pH 7.9 and 600 mM NaCl, and eluted by a gradient increase of NaCl concentration to 1 M. Fractions containing YonO were concentrated and further purified on a Superdex 200 16/60 column equilibrated in 50 mM Tris-HCl pH 7.9 and 500 mM NaCl. Purified YonO was concentrated and dialysed overnight into storage buffer (20 mM Tris-HCl pH 7.9, 50% glycerol, 200 mM KCl, 1 mM dithiothreitol and 0.1 mM EDTA) and stored at −20 °C.

### Transcription *in vitro*

*In vitro* transcription reactions were performed using assembled elongation complexes^11^,^15^,^18^. For sequences of DNA and RNA oligonucleotides, see sequences in figures and Supplementary Table 2. Ten microlitre reactions containing 0.5 pmol of RNA were incubated with 1 pmol of template strand DNA for 5 min, and 5 pmol of wild type or mutant YonO or *E. coli* core msRNAP were added for another 5 min. Where indicated, 5 pmol of non-template was added and complexes were incubated for a further 5 min. Five microlitres of Ni-NTA agarose beads (GE Healthcare) equilibrated in transcription buffer (20 mM Tris-HCl pH 8.5, 40 mM KCl and 10 mM MgCl_2_) were added for 5 min with gentle shaking. Beads were washed with transcription buffer (with or without 1 M KCl). For RNA hydrolysis reactions, complexes were additionally washed with transcription buffer of the relevant pH lacking Mg^2+^. With the exception of RNA14, all RNA and DNA primers were labelled at the 5′ end with γ-[^32^P]-ATP and T4 polynucleotide kinase (Fermentas). RNA14 was labelled at the 3′ end by incorporation of α-[^32^P]-GMP in the assembled elongation complex with subsequent washing. Reactions were initiated by the addition of NTPs, PPi (concentrations specified in figures) and/or 10 mM MgCl_2_ or MnCl_2_ and allowed to proceed at 37 °C for 30 min or times indicated in figures. Where specified, 5 units of RNase H (New England Biolabs) were added to reactions for 20 min at 37 °C. All reactions were stopped by the addition of formamide containing buffer. Products were separated by 24% denaturing Urea-PAGE and revealed by phosphorimaging (GE Healthcare). To calculate *K*_m_ values, reaction rates obtained from a range of substrate concentrations were fitted to the Michaelis–Menten equation using SigmaPlot software (± in the text is s.d. from at least three independent experiments). All experiments were repeated at least three times.

### Affinity purification of α-YonO polyclonal antibodies

YonO was purified as before with the exception that 20 mM HEPES KOH pH 7.9 replaced Tris-HCl in all purification buffers. Four milligrams of YonO were coupled to 0.8 g CNBr-activated sepharose (GE Healthcare) following the manufacturer's instructions.

Rabbit serum raised against YonO cleaved of its N-terminal 6xHis tag was obtained from Eurogentec (Belgium). Purification of α-YonO antibodies was performed using the YonO coupled sepharose, following the protocol detailed in Banzhaf *et al*.^36^. All steps were performed at 4 °C. YonO-coupled sepharose was washed with 25 ml coupling buffer (100 mM NaHCO_3_ pH 8.3, 10 mM MgCl_2_, 500 mM NaCl and 0.1% Triton X-100) and blocked overnight by incubation with 10 ml blocking buffer (200 mM Tris-HCl pH 8, 10 mM MgCl_2_, 500 mM NaCl and 0.1% Triton X-100). YonO-coupled sepharose was washed with 20 ml acetate buffer (100 mM NaOAc pH 4.8, 10 mM MgCl_2_, 500 mM NaCl and 0.1% Triton X-100) followed by 20 ml blocking buffer. These washing steps were repeated three times. Next, YonO-coupled sepharose was washed with 10 ml of elution buffer I (100 mM glycine pH 2 and 0.1% Triton X-100) followed by 30 ml of buffer I (10 mM Tris-HCl pH 7.2, 10 mM MgCl_2_, 1 M NaCl and 0.1% Triton X-100).

Ten millilitres of rabbit serum were diluted with 35 ml of serum buffer (10 mM Tris-HCl pH 7.4 and 0.1% Triton X-100). The diluted serum was clarified by centrifugation (10 min at 8,000*g*) and the supernatant was incubated for 20 h with YonO-coupled sepharose. The YonO-coupled sepharose was allowed to settle in a 10 ml gravity flow column (Bio-Rad) while diluted serum was allowed to flow through the column. The column was washed with 20 ml buffer I and buffer II (10 mM Tris-HCl pH 7.2, 10 mM MgCl_2_, 150 mM NaCl and 0.1% Triton X-100). Bound antibodies were eluted with six 1 ml aliquots of elution buffer I. Each aliquot was eluted into 200 μl elution buffer II (2 M Tris HCl pH 8). Antibodies were visualized by SDS PAGE. Fractions containing antibodies were made to 20% glycerol and stored at −80 °C.

### Construction of *B. subtilis* Δ*yonO* strain

The marker-free (scarless) *B. subtilis* Δ*yonO* strain was constructed using the method as described in Morimoto *et al*.^37^. This method utilizes genomic integration of a MazF selection cassette featuring an IPTG inducible *E.coli mazF* gene and a spectinomycin resistance marker. Recombinant PCR steps were used to generate a large DNA fragment consisting of, in the order listed, Fragment A, Fragment B, MazF cassette and Fragment C. Fragment A, B and C refers to the 1,000 bp DNA sequences immediately upstream of *yonO*, immediately downstream of *yonO* and within the *yonO* coding sequence, respectively. This PCR fragment was transformed into *B. subtilis* 168ca strain and selected for on LB agar containing 100 μg ml^−1^ spectinomycin. To select cells that have lost the MazF cassette and *yonO* via intra-molecular recombination between Fragment B and the genomic DNA immediately downstream of *yonO*, cells were grown to exponential phase in LB and plated onto LB agar containing 1 mM IPTG. The deletion of *yonO* was confirmed through PCR and sequencing.

### Induction of SPβ prophage and lysate preparation

The following protocol is adapted from Harwood and Cutting,^38^. Overnight cultures of the relevant *B. subtilis* strain were grown at 30 °C in MMB medium (1% bacto-tryptone, 0.5% bacto-yeast extract, 1% NaCl, 5 mM MgCl_2_ and 0.1 mM MnCl_2_). These cultures were used to inoculate fresh MMB medium to an OD_600_ of 0.02. The cultures were grown at 37 °C until they reached mid-log phase (OD_600_∼0.5), at which point mitomycin C (Melford) was added to a final concentration of 0.5 μg ml^−1^. Cell cultures were grown at 37 °C with shaking for a further 2 h at which point lysis occurred. Lysis occurred in all strains, including Δ*yonO* and Δ*SPβ*, due to mitomycin C-dependant induction of non-SPβ lytic enzymes encoded elsewhere in the *B. subtilis* genome.

Cell lysates were centrifuged (20,000*g*, 2 min) and supernatant filtered through a 0.45 μm PVDF filter (Merck-Millipore). Strain CU1065 (SPβ sensitive-SPβ^S^) was grown until 0.5 OD_600_. Three hundred microlitres of CU1065 culture were incubated at room temperature with 100 μl of lysate containing SPβ particles for 2 min. MMB overlay agar (MMB media supplemented with 0.5% agar) was added and cells were plated onto MMB bottom agar (MMB media with 2% agar). Plates were incubated overnight at 37 °C.

### Western blot

Cultures were grown and SPβ was induced as described above. After induction, cells were harvested at 20 min intervals, re-suspended in 10 volumes of grinding buffer and disrupted by sonication. Lysates were cleared by centrifugation. The protein concentration of the lysates was determined using Bradford reagent (Bio-Rad) to allow for equal loading of samples (5 μg of total protein per lane). Proteins were resolved by electrophoresis in 4–20% gradient SDS gel (Expedeon). Proteins were blotted onto Hybond-P PVDF membrane (GE Healthcare) using wet transfer apparatus (Bio-Rad) and probed using α-YonO polyclonal primary antibodies (described above). Primary antibodies were diluted 1 in 1,000 before use and incubated with the blot for 1 h at 4 °C. Polyclonal horseradish peroxidase-conjugated secondary antibodies produced in goat (Sigma-Aldrich. Catalogue number A0545) were diluted 1 in 10,000 and incubated as before. The western blot was visualized using ECL plus substrate (Thermo Scientific, Catalogue number 32132) and the ImageQuant LAS 4,000 mini digital imaging system (GE Healthcare). Uncropped blots can be seen in Supplementary Fig. 3.

### Transcriptome sequencing (RNA-seq)

Fresh MMB media was inoculated to 0.02 OD_600_ with an overnight culture of *B. subtilis* grown in MMB media at 30 °C. Cultures were grown at 37 °C until 0.5 OD_600_ was reached, at which point the cultures were halved. In one half, SPβ was induced by the addition of mitomycin C to a final concentration of 0.5 μg ml^−1^. Sixty minutes post induction, cultures were harvested by centrifugation at 20,000*g* and the pellets were flash frozen.

Cells were disrupted using the FastRNA Pro Blue Kit (MP Bio). Briefly, cell pellets were resuspended in 1 ml of the supplied phenol lysis solution and added to the Lysing Matrix before disruption in a Precellys 24 homogenizer (Bertin Technologies). After centrifugation, the supernatant was removed and chloroform extracted. Total RNA was then isolated from the aqueous phase using the Total RNA Purification Plus Kit (Norgen). Prior to isolation following the manufacturer's instructions, an equal amount of the provided lysis solution was added to the aqueous phase from the chloroform extraction.

Total RNA quality and concentration was determined using a Bioanalyser 2100 with an RNA 6000 nano chip (Agilent) according to the manufacturer's instructions. Sample preparation including rRNA depletion, Terminator 5′-Phosphate-Dependent Exonuclease treatment, library construction and sequencing was performed by Vertis Biotechnologie AG (Germany) as described in Sharma *et al*.^39^, with the exception that sequencing was performed on an Illumina NextSeq 500 (ref. 39). Samples were prepared in biological triplicate.

### Primer extension

Five micrograms of total RNA (purified as described above) and 2 pmol of 5′ γ-[^32^P]-ATP labelled primer were used for primer extension with Thermoscript reverse transcriptase according to the manufacturer's instructions (Invitrogen). cDNA and control DNA sequencing reactions were resolved by 6% denaturing sequencing Urea-PAGE and revealed by phosphorimaging (GE Healthcare). Primer sequences used for the primer extension and to generate the PCR fragments for sequencing reactions are listed in Supplementary Table 1.

### RNA-seq data analysis

Sequence quality was assessed using FastQC ( http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and adaptors removed where necessary. Reads were pre-processed using FASTX-toolkit ( http://hannonlab.cshl.edu/fastx_toolkit/index.html) by trimming to a maximum length of 45 nt, before trimming of the low-quality sequence from the 3′ end using a Phred threshold of 20. The processed reads were aligned to the *B. subtilis* reference genome (NCBI accession: NC_000964) using Bowtie^40^, allowing only unique alignments with up to three mismatches, before conversion to bam format using samtools^41^. Gene coverage was calculated using the Rsubread package^42^ and differentially expressed genes identified using the EdgeR exact test^43^. Genes were considered significant at a fold change of 2 and a *P*-value threshold of 0.05, following correction using Benjamini–Hochberg false discovery rate^44^. Per base coverage was calculated using BEDtools^45^. Counts were normalized to the number of reads in each library, and then multiplied by the median number of reads across all libraries to restore the data range. Transcription start sites were identified using TSSpredator^46^ using 90th percentile normalization.

### Data availability

RNA-seq data that support this study have been deposited in NCBI GEO, which are accessible with the accession number GSE80786. The following NCBI gene accession codes were used in this work: NC_000964. All the other data are available from the corresponding authors upon reasonable request.

## Additional information

**How to cite this article:** Forrest, D. *et al*. Single-peptide DNA-dependent RNA polymerase homologous to multi-subunit RNA polymerase. *Nat. Commun.* **8,** 15774 doi: 10.1038/ncomms15774 (2017).

**Publisher's note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Tables

Peer Review File

## Figures and Tables

**Figure 1:**
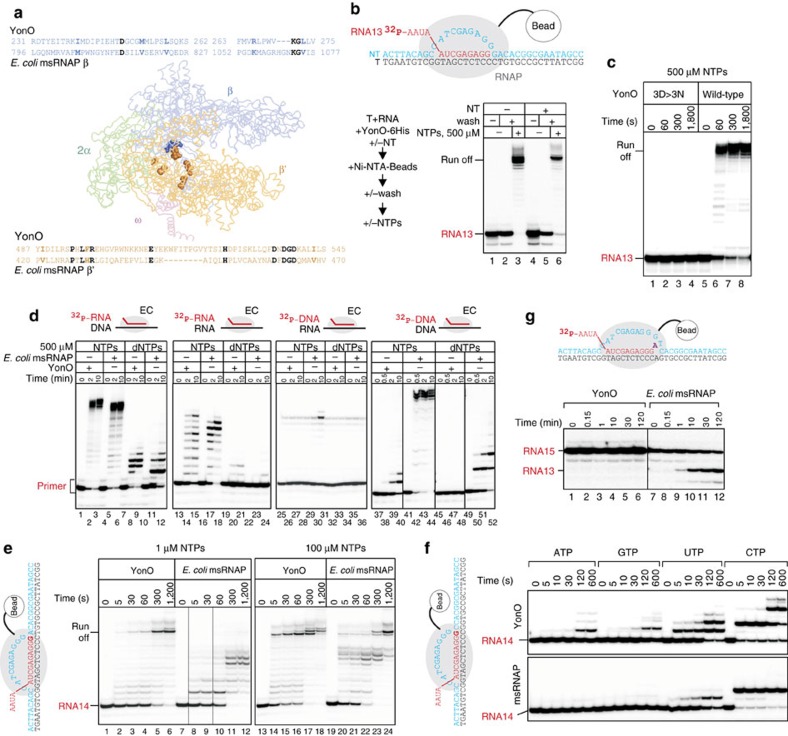
YonO is an RNAP. (**a**) Detectible homology of YonO and msRNAP is marked in the alignment (identical amino acids—black, conserved substitutions—bold). Identical amino acids are shown on the crystal structure of *E. coli* msRNAP (pdbID 4IGC) as spheres. (**b**) YonO forms stable active elongation complexes. Scheme of the experiment and the sequences of nucleic acids used are shown next to the gel (here and after, for sequences, see Supplementary Table 2). Partial destruction of ECs upon addition of access of the non-template DNA strand (lane 5) is also commonly observed for msRNAP. (**c**) RNA extension in ECs (as in panel (**b**)) formed by wild-type YonO and mutant YonO carrying asparagine substitutions of the aspartate triad homologous to the absolutely conserved catalytic aspartate triad of msRNAPs. (**d**) Specificity of YonO and msRNAP to RNA versus DNA as primers and templates (see Supplementary Table 2 for sequences), and NTP versus dNTP as substrates. A higher molecular weight band in the third panel that coincides with the extension product is a contaminant in the preparation of the DNA primer. (**e**) Kinetics of DNA-dependent RNA polymerization by YonO and msRNAP in the presence of all NTPs. RNA in the EC was labelled at the 3′ end by incorporation of α-[^32^P]GMP, shown in bold in the scheme next to the gel. (**f**) YonO is more error prone than msRNAPs. Kinetics of misincorporation by YonO and *E. coli* msRNAP. RNA was labelled as in panel (**e**). Note that RNAs of different sequences are well resolved in this Urea-PAGE excluding the possibility that the extension is caused by the contamination with correct NTPs. (**g**) Kinetics of RNA hydrolysis by YonO and msRNAP (see also Supplementary Fig. 1f).

**Figure 2:**
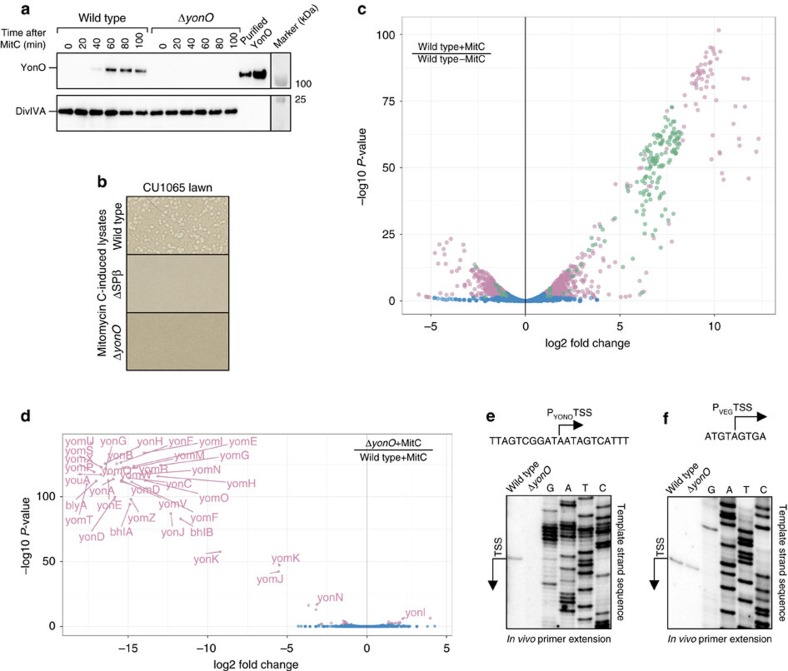
YonO is a *bona fide* RNAP of SPβ. (**a**) Western blot analysis of YonO expression upon SPβ induction with mitomycin C. DivIVA, a constitutively expressed cell division protein, was probed as a loading control. (**b**) Plaque formation assay with SPβ sensitive strain (CU1065) infected with lysates of mitomycin C (MitC)-induced wild type, ΔSPβ and Δ*yonO B. subtilis* strains. Parts of agar plates are shown. (**c**) A volcano plot of the gene expression fold change against *P*-value for the 4314 genes between WT strains with and without mitomycin C treatment. Genes were considered significant at a fold change of 2 and a *P*-value threshold of 0.05, following correction using the Benjamini–Hochberg false discovery rate. SPβ genes with statistically significant changes in expression are shown in green (*N*=157) with other significant genes in pink (*N*=1,072). Blue indicates all the genes (out of 4,314) without a statistically significant change in expression. (**d**) A volcano plot of the gene expression fold change against *P*-value for the 4,314 genes between wild-type and Δ*yonO* strains upon prophage induction. Criteria for significant change are as in panel **c**. Out of the 148 SPβ prophage genes induced by mitomycin C (see panel **c**), 37 were not expressed in the Δ*yonO* strain (pink dots with labels; see also Supplementary Fig. 2). Blue dots indicate all the genes (out of 4,314) without a statistically significant change in expression. (**e**) Confirmation of the transcription start site (TSS) of the promoter used by YonO (P_YONO_) to transcribe the operon of SPβ late genes, as determined by RNA-seq, using primer extension. (**f**) Deletion of YonO does not affect transcription from constitutive P_VEG_ promoter of *B. subtilis* as confirmed by primer extension.

How the deposited data were processed for this re-analysis (not part of the article)

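Total RNA from 12 *B. subtilis* samples was sequenced after depletion of ribosomal RNA, 3 from each of the wild type and Δ*yonO* strains without and with mitomycin C. The authors removed adaptors where necessary, trimmed the reads by length and quality with the FASTX-toolkit, aligned them to the *B. subtilis* reference with Bowtie, kept unique alignments only, and counted the reads on each gene with Rsubread, and these counts were deposited without normalization. The source is the paper's methods, and the deposited values are whole numbers. Software versions of the authors, the annotation release and the strand setting of the counting are not given in the sources used here. Reads from near-identical genes, such as repeated tRNA genes, are lost when only unique alignments are kept, and reads from overlapping or antisense transcripts cannot be assigned from the counts. The libraries enriched for 5′ triphosphorylated transcripts were not analysed here, since no counts of them are in the deposited table.

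The table holds 4314 genes and 12 libraries with totals between 12234596 and 18078779 counts. The replicates of a group are separate libraries, since the difference between any pair of them exceeded counting noise. Of the 4314 gene names, 3601 were found in the annotation of assembly ASM904v1, which was used for a few coordinates only, and 713 were not. SPβ was taken as the 189 genes listed from *yotN* to *yokA*, between the parts of the host gene that the prophage interrupts. The paper's number of SPβ genes is 184, and which genes it counts is not known from the files. Other elements were PBSX (38 genes), the *skin* element (63 genes) and ICEBs1 (25 genes), each by position in the list of genes. A list of 15 genes of the SOS response to DNA damage came from general knowledge, not from the paper.

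The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Normalization used TMM factors, and dispersions were estimated with a coefficient for each of the 4 groups. Contrasts were tested with edgeR's quasi-likelihood F-test over all 4314 genes without a filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Adjusted p-values of genes are from this test unless another is named. The standard error printed beside a log2 fold change is its size divided by the square root of the F statistic. Normalized levels are edgeR's CPM with the TMM factors, as mean and SD of 3 libraries. The 5 contrasts were treated against untreated within each strain, Δ*yonO* against wild type with and without treatment, and the interaction of strain and treatment. The YonO-dependent set holds the SPβ genes called higher in the treated wild type and lower in treated Δ*yonO* than in the treated wild type. Its name stands for these calls only, not for transcription by YonO. The set includes *yonN*, a neighbour of the deleted gene that also rose with mitomycin C within Δ*yonO*.

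For genes near 0 counts, a fitted fold change depends on the prior count. Differences of such genes are given as ratios of counts over the 3 libraries of a group relative to the TMM-normalized library sizes, with a 95% Clopper-Pearson interval. Ratios to library totals, added after the data were seen, are given beside some of them. With 0 counts over a group, a lower bound against a floor of 3 counts over the group is given. With a library left out, these ratios keep the TMM factors of the 12 libraries. Counts in the untreated per 100 in the treated wild type are given for genes with at least 1000 counts in the treated wild type. Gene sets were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, on log-CPM with a prior count of 2, and adjusted over 25 tests of 5 sets in 5 contrasts. Shares of counts were compared by two-sided exact permutation tests, which cannot go below 0.1 with 3 against 3 libraries.

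The method was tested on simulated data in which 200 genes were changed in the counts of the same libraries. The quasi-likelihood test recovered with the right sign 99.5%, 99% and 99.5% of them in the contrasts of treated with untreated wild type, of the treated strains and of treated with untreated Δ*yonO*. It recovered 100% in the contrast of the untreated strains and 93% in the interaction. Of 4114 unchanged genes, it called 9, 4, 17, 4 and 10 in these contrasts. Recovery of changes near 2-fold or in genes with few counts was not tested. Nor was the real difference in composition between the groups of a contrast.

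The genes, tests, groups and alternatives were set before the data were examined, except where a text says that a choice came later. The named genes are *yonO*, its neighbours *yonP* and *yonN*, the genes *yonK*, *veg* and *divIVA* that the paper names, the YonO-dependent set with full statistics for its 3 largest and 3 smallest fold changes, and the 3 highest and 3 lowest log2 fold changes of the other contrasts among called genes whose groups do not overlap. All genes of a set of 5 or fewer are named. Groups of 3 against 3 do not overlap by chance for 10% of genes.

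The paper states that cultures were divided, so equal replicate numbers of 1 strain were checked as pairs. Over 2539 genes, the deviations from the group mean of treated and untreated libraries with the same number were correlated at 0.390, 0.426 and 0.350 in the wild type and 0.453, 0.347 and 0.460 in Δ*yonO*. These correlations are across genes, which are not independent replicates. Paired fits with the culture as a replicate block called 541 higher and 525 lower genes outside SPβ in the treated wild type. Alternatives covered the test (edgeR's exact test on 12 or 6 libraries, DESeq2, glmTreat), the normalization (RLE factors, total counts alone, TMM on genes outside the mobile elements), the filter (filterByExpr with 3849 genes, at least 10 counts in at least 3 libraries with 3877 genes), the thresholds, the libraries in the fit, the replicate block, the border of the prophage, 3 other definitions of a silent gene, and leaving out each library in turn.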

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

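The tests of explanations given here, counts over other splits of the libraries included, were chosen after the results were seen; the interaction and the gene set tests were planned.

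The response to mitomycin C differed between the strains by the interaction test for 33 SPβ genes, all with a lower response in Δ*yonO*. Of these, 32 belong to the 39 YonO-dependent genes, and the other is *yolC* (-3.37, adjusted p = 0.000724). The count was 25 without untreated Δ*yonO* replicate 3 and at most 33 with another library left out. Among 100 regroupings of the libraries, 5 gave as many SPβ genes and 11 gave at least the 2 genes found outside SPβ, so these counts alone do not exclude chance. All 5 separated the treated libraries by strain, as 13 of the 100 did, and the regroupings that mixed the treated libraries reached at most 16 SPβ genes. Of the 11, 10 separated the treated libraries by strain, but a regrouping that mixed them reached 278 genes outside SPβ. The other 7 of the 39 were not called: *yonO* (-5.12, adjusted p = 0.151), *yonN* (-0.24, standard error 0.34, adjusted p = 1), *yonK* (-0.25, adjusted p = 1), *yomZ*, *yomT*, *yomD* and *bhlA*. However, *yonO* was called in 2 of the 12 fits that left out a library. Its smallest adjusted p for the interaction among the alternative tests and settings was 0.000146.

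The genes from *yonN* to *bhlB* still had counts in Δ*yonO*, and reads carried over from wild-type libraries were weighed as their source. The *yonO* gene is deleted there, so its counts measure such a carry-over: 11.6 ppm of the treated wild-type counts in untreated Δ*yonO* (95% interval 3.17 to 29.8) and 14.5 ppm in treated Δ*yonO* (4.72 to 33.9). In untreated Δ*yonO*, 27 of the 37 genes lay above the *yonO* ratio (one-sided Fisher's exact test, adjusted), and in treated Δ*yonO* 11 did, *yonN*, *yonK* and *yonJ* among them. The test pools the 3 libraries of a group and has no error between libraries, so the numbers 27 and 11 are uncertain. Treated Δ*yonO* replicate 3 alone held 4 of the 5 *yonO* counts and 20 of the 27 *yonD* counts. Carry-over at the rate of *yonO* still cannot be the source of all counts on these genes, since *yonN* had 41860 in treated Δ*yonO*. The genes not above *yonO* had pooled ratios of 26.9 ppm without and 17.3 ppm with treatment. They were picked because they did not lie above *yonO*, so these ratios test nothing further. For them carry-over and transcription cannot be told apart, since the ratio of *yonO* rests on 4 and 5 counts.

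Outside SPβ, the response of *ypzA* differed between the strains (-3.76, standard error 0.54, adjusted p = 0.00169), and it was called with each of the 12 libraries left out. Its counts over 3 libraries were 44 in the untreated and 297 in the treated wild type, and 53 and 24 in Δ*yonO*. *ypzA* lies outside the prophage, from 2308495 to 2308764 in assembly ASM904v1. A transcript that runs on past the end of the prophage would lower the genes on the way as well. The 26 genes between *yokA* and *ypzA* had a median log2 difference between the treated strains of 0.15, with a range of -0.34 to 0.72 and 0 calls. These values show no such lowering, but *ypzA* was only at 13.1 CPM in the treated wild type and 1.04 CPM in treated Δ*yonO*. A change of that size could be hidden in genes at higher levels, and the levels of the 26 genes were not compared with it. A run-on transcript is therefore not excluded. Reads of the genes from *yonN* to *bhlB* counted on *ypzA* stay open. If they made up all its counts in the treated wild type, they would bring 4.71 of its 44 counts in the untreated wild type, too few to see beside the 53 counts of untreated Δ*yonO*. This cannot be told apart from transcription of *ypzA* that depends on YonO.

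The response of *maf* differed as well (-1.52, standard error 0.32, adjusted p = 0.0413), but less firmly. It was called in 0 of the 12 fits that left out a library (adjusted p 0.0594 to 0.149, log2 values -1.62 to -1.35), and not with glmTreat (adjusted p = 1), with the replicate block (adjusted p = 0.0572) or with total counts alone (adjusted p = 0.321). The genes *mreB* and *spoIIB*, which flank the neighbours *radC* and *maf* in the list of genes, had log2 differences of -0.22 and 0.07 between the treated strains. The response of *radC* differed by -1.62 (adjusted p = 0.0645) and was called with DESeq2 (adjusted p = 0.0026), with the replicate block (adjusted p = 0.0403), and without treated wild-type replicate 3 (-1.82, adjusted p = 0.0251) or untreated Δ*yonO* replicate 2 (-1.79, adjusted p = 0.0452). No biological explanation of *maf* and *radC* was tested.

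In cultures without mitomycin C, which the paper does not compare, 36 SPβ genes were lower in Δ*yonO* than in the wild type and 0 were higher. They are *yonO* and 35 of the 37 genes from *yonN* to *bhlB*. The largest fitted log2 fold changes were those of *yonO* (-10.93), *yomU* (-9.47) and *yomZ* (-9.41), and that of *yonN* was -2.87 (standard error 0.25, adjusted p = 3.98e-06). By counts relative to the TMM-normalized library sizes, the median difference of the 37 genes was 229-fold. Outside SPβ 0 genes were called by edgeR's quasi-likelihood test, by its exact test and by DESeq2, and 58 had an unadjusted p under 0.05. Reads carried over from treated libraries are argued against by PBSX, whose 37 genes with at least 1000 counts in the treated wild type had a median of 0.547 counts in the untreated per 100 in the treated wild type. The 37 genes from *yonN* to *bhlB*, all kept, had 1.56 (quartiles 1.44 and 1.76). Transcription of these genes that does not need YonO would leave them as high in untreated Δ*yonO*, against the 35 called lower. A lytic cycle in a small share of the cells may give all these genes a like ratio, and the upper quartile was 1.22 times the lower, with a range of 1.14 to 32.4 counts per 100. Of the other 108 SPβ genes that rose in the wild type, the 89 with at least 1000 counts in the treated wild type had a higher median of 3.52 (quartiles 2.70 and 4.62), so the prophage as a whole does not share 1 ratio. Such a cycle cannot be told apart from a low level of transcription in all cells, since the counts are sums over a culture.

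The PBSX and ICEBs1 genes, which the paper does not report on, rose with mitomycin C. Of the 38 PBSX genes, 37 were called higher in the treated wild type, with a median log2 fold change of 9.38, and of the 25 ICEBs1 genes 23 were, with a median of 10.26. The camera test gave adjusted p-values of 4.85e-41 and 6.78e-20. Both calls held with an estimated correlation (0.0381 and 0.0304) and with fry (1.95e-09 and 1.23e-08). Library scaling is argued against, because the medians were 7.40 and 8.39 with total counts alone, where genes outside the elements had a median of -2.10. Whether growth stage differed between treated and untreated cultures is not known, so it stays open beside the treatment.

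*ybfG*, another gene outside the discussion of the paper, held 5.38% ± 0.126 (SD, n = 3) of the counts in the treated wild type, against 0.0224% in the untreated. It lies from 239644 to 241842 in assembly ASM904v1, outside the elements named here. Its log2 fold change was 9.88, and those of *ybfE* and *ybfF* were 9.11 and 8.79. With total counts alone the median of the 3 genes was 7.14, so scaling is not its source. Here too, growth stage stays open beside the treatment.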

How the results depend on the processing

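The camera test with the replicate block and the count ratios relative to library totals were chosen after the data were seen; the other alternatives were planned.

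Of the counts and shares under each alternative, 294 stayed within 1.5 times or 1 SD of the main value and 38 moved. Of the values for named genes and sets, 1038 kept direction and side of the threshold or, for count ratios, were counted as unchanged. Of the rest, 95 were no longer past the threshold, 12 came past it, 9 count ratios were counted as moved and 5 changed direction. The moved count ratios were not judged by 1.5 times alone. Relative to library totals, those of *yonN* (8.67 to 7.37) and *yonK* (589 to 501) left their intervals. The bounds of *yomP*, *yomT* and *blyA*, also counted as moved, have no interval. The 147 SPβ genes higher in the treated wild type ranged from 136 (total counts alone) to 152 (no fold minimum), and from 146 to 148 with each library left out. The 41 SPβ genes lower in treated Δ*yonO* ranged from 39 to 45, and the 39 YonO-dependent genes from 32 (by the interaction) to 42 (exact tests). The 36 SPβ genes of the untreated strains ranged from 36 to 37.

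With total counts alone, 37 SPβ genes were lower in the treated wild type (9 with TMM). Outside SPβ, 3297 genes changed (999 with TMM), 103 higher (533) and 3194 lower (466), and 3061 changed in Δ*yonO* (1026). Between the treated strains, 2 SPβ genes were higher (1) and 18 genes outside SPβ differed (9). This setting moved the median of the genes outside the elements in the treated wild type from -0.14 to -2.10. The cause was not tested. In the treated wild type, *veg* changed direction (0.54 to -1.44), as did *radC* (1.64 to -0.33), *maf* (1.89 to -0.091) and *yokA* (1.28 to -0.69), and *veg* did so in Δ*yonO* (1.20 to -0.44). Relative to library totals, the count ratio of *yonN* between the treated strains was 7.37 (8.67 with TMM) and that of *yonK* 501 (589). The lower bounds of *yomP*, *yomT* and *blyA* were 28525-fold, 21119-fold and 14036-fold. Without treated Δ*yonO* replicate 3, which had 4 of the 5 *yonO* counts, the count ratio of *yonO* was 235464 (70975).

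With glmTreat, which tests a fold change of 2 itself, 2 SPβ genes were lower in the treated wild type and 351 genes outside SPβ changed, 242 higher and 109 lower. In Δ*yonO* 359 changed, between the treated strains 1 differed and by the interaction 1. With no fold minimum, 14 SPβ and 739 other genes were lower in the treated wild type. At an adjusted p under 0.01, 3 genes outside SPβ differed between the treated strains and 1 by the interaction. These thresholds are stricter or looser by construction.

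The number of genes outside SPβ that differed between the treated strains was also 23 with edgeR's exact test on 12 libraries, 21 on 6 libraries, 23 with DESeq2 and 15 with the replicate block, and 3 to 11 with a library left out. By the interaction it was 4 with DESeq2 (2 in the main test) and 1 to 2 with a library left out. The cause was not tested. Replicate numbers are shared between the strains without a known pairing: deviations of equal numbers correlated at 0.0377, 0.451 and 0.352 with treatment and at -0.27, 0.488 and -0.0648 without it. Without PBSX, *skin* and ICEBs1 in the totals, the SPβ share was 49.3% in the treated wild type (36.2%) and 17.9% in treated Δ*yonO* (10.8%), by construction.

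The camera test of PBSX in the interaction (adjusted p = 0.00109) was not past 0.05 with an estimated correlation (0.727) or fry (0.644). With the replicate block, where 15 tests were adjusted together, the interactions of ICEBs1 (0.0135) and SOS (0.0456) came past it, from 0.0643 each. *yonI* was called by the interaction with DESeq2 (adjusted p = 0.00719), with total counts alone (0.0312) and without treated wild-type replicate 2 (0.0496), but not in the main test (2.12, adjusted p = 0.0979). Its fall in the treated wild type (-1.26, adjusted p = 0.0148) was not called with glmTreat (0.41), without untreated replicate 1 (-1.04, adjusted p = 0.0591) or without treated replicate 1 (-0.91, adjusted p = 0.0460, under the fold minimum).

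Depth limits the genes with few counts: 4 of the 37 genes from *yonN* to *bhlB* had 0 and 10 had 1 to 3 counts over the 3 libraries of treated Δ*yonO*, so their differences are bounds or wide intervals.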

Differences from the paper's values

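The alternatives named here were set before the data were examined, and none was added after the values were seen. SPβ holds 189 genes here and 184 in the paper, whose list is not in the files, so each count of SPβ and other genes compared with the paper's rests on a border that is not known to be the same.

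Outside SPβ, 999 genes changed in the treated wild type, and the paper's number is 579. An adjusted p under 0.01 gave 712, leaving out treated wild-type replicate 2 gave 800 and leaving out untreated replicate 1 gave 829, all within 1.5 times the paper's number. The other alternatives did not: edgeR's exact test on 12 libraries (1037) and on 6 (1072), DESeq2 (1004), RLE factors (960), total counts alone (3297), TMM outside the mobile elements (978), both filters (934 and 939), the fit of 6 libraries (1018), glmTreat (351), the replicate block (1066), no fold minimum (1379), the wider prophage (999) and the other libraries left out (906 to 954). Counted in 1 direction, the genes outside SPβ that were higher numbered 533, with 580 by the exact test on 6 libraries and 578 with RLE factors. SPβ genes and others that were higher came to 727 in both of these settings, which is also the sum of the paper's 148 upregulated SPβ genes and its 579. The paper describes the 579 as up- and downregulated. The legend of Fig. 2c, however, gives separate numbers of significant SPβ genes and other genes, 157 and 1072 in the paper. The exact test on 6 libraries gave the same 157 and 1072, the latter as 580 higher and 492 lower. These values argue against the 579 covering both directions. The 999 and the 579 are then unlike counts, and the 533 higher genes are the nearer counterpart of the 579.

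Between the treated strains, 9 genes outside SPβ differed by the quasi-likelihood test. The paper used edgeR's exact test, which gave more genes here than its number of 16, so the lower 9 goes with the change of test. Values within 1.5 times of the paper's number came from edgeR's exact test on 12 libraries (23) and on 6 (21), DESeq2 (23), total counts alone (18), the replicate block (15) and leaving out treated wild-type replicate 2 (11). The others did not reach it: RLE factors, TMM outside the mobile elements, both filters and the wider prophage (9 each), the fit of 6 libraries (8), glmTreat (1), no fold minimum (10), an adjusted p under 0.01 (3) and the other libraries left out (3 to 10).

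The paper states that its 37 genes labelled in Fig. 2d were silent on induction of Δ*yonO*. The paper's list was read only from the labels of the figure, and the set found here holds 39 genes, *yonO* and *yokA* included, so the 37 genes from *yonN* to *bhlB* are not known to be the paper's 37. Of these genes, 33 had at most 50 counts over 3 libraries of treated Δ*yonO*. *yonN*, which Fig. 2d labels, had 41860 counts there and rose with mitomycin C within Δ*yonO* by a log2 fold change of 7.34, against 7.58 in the wild type, although it was lower than in the treated wild type (-3.11). *yonK* and *yonJ* also rose within Δ*yonO* (7.42 and 4.30), but *yonK* stayed 589-fold lower than in the treated wild type. Fig. 2d also labels *yonI*, on its positive side, and here *yonI* was higher in treated Δ*yonO* (2.27) and fell in the treated wild type (-1.26).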

Other observations

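The tests of explanations given here, the splits of the libraries included, were chosen after the results were seen; the gene set tests were planned.

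Each comparison of 3 with 3 libraries allows 10 splits, so no share under 0.1 can be reached and chance cannot be excluded by this count. For the SPβ genes and the other genes called with treatment in either strain, for both sets between the treated strains, for the SPβ genes between the untreated strains and for the YonO-dependent genes, 1 of 10 splits, the real one, gave a result as large, and the others gave 0 genes. For the genes outside SPβ between the untreated strains, where 0 were called, 10 of 10 splits did, with up to 5 genes. In each comparison 4 of the 10 splits part all 3 pairs of equal replicate numbers, and the 3 that are not the real one gave 0 genes.

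In Δ*yonO*, 1026 genes outside SPβ changed with mitomycin C, 529 higher and 497 lower. The SPβ genes that changed there were 108 higher and 18 lower. *veg* was called higher there (1.20, standard error 0.38, adjusted p = 0.0271), but had a log2 fold change of -0.44 with total counts alone (adjusted p = 0.322). It was not called when a fold change of 2 was itself tested (adjusted p = 0.5), nor without untreated replicate 1 or 3 or treated replicate 1 or 2 (log2 fold changes 1.01 to 1.17, adjusted p 0.0646 to 0.0954). Its response did not differ between the strains by the interaction test (0.66, adjusted p = 1).

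The PBSX share of counts was 1.49 times as high in treated Δ*yonO* as in the treated wild type. With SPβ counts left out of the total, the ratio was 1.07, with shares of 43.7% ± 5.55 (SD, n = 3) and 40.9% ± 3.60 (SD, n = 3; two-sided exact permutation test, p = 0.6). The larger share is consistent with fewer SPβ counts in the same library total.

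The 108 SPβ genes that rose in the wild type without falling in treated Δ*yonO* had a median log2 difference of -0.60 between untreated Δ*yonO* and the untreated wild type, with 94 below 0 and 0 called. The genes outside the mobile elements had a median of 0.047. This cannot decide on library scaling, since TMM itself centres most genes near 0, and the 108 genes were not compared under another scaling. A single library is argued against by a median of at most -0.42 with any 1 left out, that value without untreated wild-type replicate 3. The camera test gave an adjusted p of 8.37e-24, but the estimated correlation gave 0.0965 and fry 0.0882. Genes of 1 prophage moving together by chance cannot be told apart from an effect of the deletion, since the tests that allow for their correlation do not pass 0.05 with 3 libraries per strain.

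Among 31 of 86 tRNA genes with at least 10 counts in at least 3 libraries, 24 were higher in treated Δ*yonO* than in the treated wild type, with a median log2 difference of 0.80 and 2 calls. The higher values of *scr*, *ssrA*, *trnE-Arg* and *trnB-Leu1* may come from uneven recovery of short stable RNAs between libraries, which this median of 0.80 fits. An effect of the deletion on these RNAs stays open, as untested.

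Of the 15 SOS genes, 10 were called higher in the treated wild type, with a median log2 fold change of 2.11 (camera adjusted p = 4.31e-09, estimated correlation 0.00245, fry 1.75e-10) that was 0.14 with total counts alone, and 11 in Δ*yonO*, with a median of 1.96. Between the treated strains the SOS genes had a median of 0.23 (camera adjusted p = 0.0430, estimated correlation 0.107, fry 0.0115). Of the 63 genes of the *skin* element, 14 were called higher in the treated wild type (median 0, camera adjusted p = 0.631, fry 0.143).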
